A study of Rattus norvegicus with 4 samples. Its data were reported in "Exploring hepatic hormone actions using a compilation of gene expression profiles" (2005).

How the data were processed

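Liver RNA of young female and male rats was compared on spotted two-colour cDNA arrays, 1 female against 1 male animal per array and 4 arrays in all. The arrays form a single group, since each already holds the comparison, and they are named by the replicate number in their labels. According to the methods of the study, the authors labelled total RNA with Cy3 or Cy5, scanned the arrays, quantified spots in GenePix Pro and subtracted the local background. Absent spots and spots weak against background were flagged and left out, and the ratios were lowess-normalized within each array in the SMA package of R. Versions of these programs are not given in the sources used here.

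The deposited values are log2 ratios of the 2 channels, with blanks for the spots left out. Scale and direction are not stated with the values and were worked out. The columns of opposite dye orientation correlate positively, so they had been turned one way. The ratios tabulated by the study, given as female over male, equal 2 to the power of the row means within 0.005, for all 65 entries and for all 14 entries over 2.5. Read with the opposite sign or as natural logarithms 0 of these 14 matched, and 1 of 14 as log10. The values were therefore taken as log2 of female over male. Column medians were 7.37e-04, 9.37e-04, -0.0021 and 0.0094 for arrays 1 to 4, and the columns were used as deposited. Ratios were present for 46.3%, 36.8%, 35.9% and 30.0% of the 6240 clones.

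No gene name accompanies the clones. Names were assigned by the match of ratios just described, with names in the study's words, and 5 of its 64 accessions were found in a table of RefSeq symbols of the GRCr8 assembly. A name is used for a single clone only where 1 tested clone matched 1 entry (23 entries, 4 of them handled as unnamed transcripts). Otherwise all matching clones are given as a set. Of these 4 entries, the study lists that of the clone RNABD18 both as an EST and as similar to a Kruppel-like factor. As a check that does not use the ratios, accession numbers were set against plate position for the 9 such clones with accessions of 1 series. Spearman's rho was 0.73 (two-sided exact permutation p = 0.0311 over 362880 orders). The clone matched to nucleoporin 37-like, on a plate whose identifier carries 1 letter after RNA, lay out of this order, and without it rho was 0.98 (exact permutation p = 3.97e-04, 8 clones). Leaving it out was chosen with the matches in view. This check was chosen after the data were examined.

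Clones measured on at least 3 of the 4 arrays were tested. This is the rule of the study, which left out genes detected on too few of its arrays. The mean log2 ratio of each clone was tested against 0 with an intercept fit and empirical Bayes moderation in limma 3.58.1 under R 4.3.3. P-values are two-sided and were adjusted by Benjamini-Hochberg, with a threshold of 0.05. The fold threshold was an absolute mean log2 ratio over 0.58. Each dye orientation holds the same number of arrays, so that a dye effect cancels in the mean of a clone measured on all 4. A dye effect was tested in a fit with a second term for orientation. Gene lists were tested with cameraPR at an inter-gene correlation of 0.01, a test whose outcome the choice of list members fixes here. Of the lists fixed beforehand, only the 2 taken from the study's tables were tested. The lists of gene symbols were not tested, as no symbol accompanies the clones. With 4 arrays an exact sign-flip test of a single clone cannot give a two-sided p under 0.125, and the limma p-values rest on spread shared between clones.

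The script was tested on simulated data with the real missing spots and spreads of the 2070 clones, of which 200 were changed. For this comparison limma recovered 67.2% of the clones changed by 0.58, 94.0% of those changed by 1 and 98.5% of those changed by 2 (log2). Of 183 calls 10 were false. The authors' test, 1-class SAM at a false discovery rate of 5%, was rewritten here and recovered 43.3%, 77.6% and 97.0%.

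The genes to name were fixed before the data were examined. They are the 12 named genes with the highest and the 12 with the lowest mean among those past both thresholds with 1 sign on every array, the members of each list with the smallest p, and all measured members of the textbook lists of sex-dependent liver genes. The alternatives fixed at the same time were median centring, stricter and looser detection filters, a dye term, robust moderation, SAM, an unmoderated 1-sample test, equal scaling of the arrays, each array left out, medians for means, other set tests and a 2-fold threshold. The assignment of names and the tests in the closing section were chosen afterwards.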

Results

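Hepatic gene expression was compared between female and male young rats on 4 two-colour cDNA microarrays. On each array the liver RNA of 1 female animal was hybridised together with that of 1 male animal, so that every spot gives a ratio of female to male transcript level. The female sample was labelled with Cy3 on arrays 1 and 2 and with Cy5 on arrays 3 and 4. The arrays carried 6240 spotted clones, and spots that were absent or weak had been left out before deposit. A ratio was available for 2890 clones on array 1, 2298 on array 2, 2243 on array 3 and 1871 on array 4. In all, 1449 clones were measured on all 4 arrays and 621 on 3 of them, and these 2070 clones were tested. The remaining 4170 clones, of which 3049 had no ratio on any array, entered no test. Spot intensities were not used here, and the number of arrays limits the precision of each mean.

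The rows carry clone identifiers and no gene names, and no table of the array's clones was used. A gene name is given below only where the ratio that the study tabulated for a gene equals the mean ratio of a row to the printed decimals. All 65 tabulated entries met this for at least 1 tested clone, and 23 of them matched exactly 1 clone. Among the 14 entries over 2.5 in ratio, all 14 matched, whereas the same ratios shifted by small amounts matched 0.42 of 14 on average. All 14 are female-predominant. Of the male-predominant entries, 14 had a ratio under 0.40, and all 14 matched, but so did 55.5% of 409 shifted ratios in that range, since a fixed number of decimals is coarse for small ratios. The names of male-predominant clones therefore lack the support that those of strongly female-predominant clones have, and they are tentative throughout. Female-predominant entries with a ratio under 2.5 are not covered by the first check either, and their names are tentative too. Over all entries the shifted ratios still matched 30.6 of 65, since clones with small differences are dense, and a name with several matching clones is therefore given as a set. These names are inferred from values and not read from an annotation. The named genes were moreover chosen by the study on these same samples, as sex-differing genes that also responded to growth hormone or ethinylestradiol, and they are no independent evidence of direction.

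The first question was which transcripts differ between female and male liver. The largest differences were male-predominant. Both clones that match the tabulated alpha-2u globulin, a urinary carrier protein made in male rat liver, had means of -6.83 ± 0.93 and -6.71 ± 0.59 (log2 female over male, SD, n = 4), or at least 105-fold lower in females. Next came 2 clones that matched no name, RNAB88 with -5.67 ± 0.40 (SD, n = 4, adjusted p in limma 1.58e-05) and RNAA44 with -5.35 ± 1.05 (SD, n = 4, adjusted p 3.51e-04). Like the unmatched female-predominant clone below, they were singled out after their values were seen. Both clones that match carbonic anhydrase 3 had means of -4.02 ± 0.78 and -3.99 ± 0.55 (SD, n = 4). Their adjusted p-values in limma were 3.51e-04 and 1.71e-04. Another 2 unmatched clones had means of -3.58 and -3.53. A pair of clones with means of -3.36 ± 0.54 (SD, n = 4) and -3.29 ± 0.84 (SD, n = 3) matched both Slc22a8, an organic anion transporter, and a CYP3A2 entry, and which clone is which gene is not settled. Another 3 clones, with means from -3.07 to -3.03, matched both 11-beta-hydroxysteroid dehydrogenase 1, which regenerates active glucocorticoid, and a second CYP3A2 entry. CYP3A2 is a testosterone 6-beta-hydroxylase. The limma adjusted p of these 3 clones lay between 3.18e-04 and 3.51e-04.

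The highest female-predominant mean was that of the clone RNABC95, which matched no name (3.57 ± 0.90, log2, SD, n = 3, adjusted p in limma 0.00243). Among the named clones the highest was matched to a sulfotransferase, of an enzyme family that conjugates steroids and bile acids. The clone matched to an alcohol sulfotransferase-like transcript had a mean of 3.28 ± 0.82 (log2, SD, n = 4, adjusted p in limma 0.00103). Senescence marker protein 2A, of the same enzyme family, had 3.20 ± 0.90 (adjusted p 0.00166) and hydroxysteroid sulfotransferase 2 had 2.91 ± 0.90 (adjusted p 0.00236), each with n = 4. A clone matched to peroxiredoxin 3, a mitochondrial peroxide-reducing enzyme, gave 3.13 ± 0.96 (SD, n = 4), and its values on the 4 arrays were close to those of the sulfotransferases. Alpha-1-B glycoprotein, a plasma protein, was higher by 2.82 ± 1.39 (SD, n = 4, adjusted p 0.0146), with a wide range over the arrays from 1.30 to 4.48. The fatty acid translocase Cd36 had 2.54 ± 0.49 (SD, n = 4, adjusted p 4.45e-04). The clone RNABD18 had 2.43 ± 0.59 (SD, n = 4, adjusted p 0.00103). Its entry is listed by the study both as an EST and as similar to a Kruppel-like factor, and it was handled as unnamed.

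Cyp2c12, a steroid sulfate hydroxylase of female rat liver, was matched by 2 clones through 2 tabulated ratios. Their means were 2.24 ± 0.17 (log2, SD, n = 3, adjusted p in limma 3.18e-04) and 1.96 ± 0.34 (SD, n = 4, adjusted p 4.02e-04). The Cyp2c39-like clone had 1.21 ± 0.75 (SD, n = 4, adjusted p 0.0378), and it lost its call without array 2 (adjusted p 0.0905), without array 4 (adjusted p 0.0942) and with the arrays scaled to equal spread (adjusted p 0.0548). It lies in the well next to the hydroxysteroid sulfotransferase 2 clone, and both were highest on array 1 (2.24 and 4.13) and lowest on array 3 (0.44 and 1.95). This order is not particular to the 2 clones. Over 24 female-predominant clones past 2-fold, the median of the array's value over the clone's mean was 1.25 on array 1 and 0.87 on array 3. Carboxylesterase 2 was higher by 1.83 ± 0.25 (SD, n = 4), a TNF superfamily member 12-like clone by 2.21 ± 0.28 (SD, n = 3), GDP dissociation inhibitor 1 by 1.25 ± 0.27 (SD, n = 4) and 14-3-3 zeta by 1.14 ± 0.19 (SD, n = 4). The adjusted p of these 4 clones in limma ranged from 3.18e-04 to 0.00140. Glutathione reductase, which keeps glutathione in its reduced form, was higher by 0.72 ± 0.06 (SD, n = 3, adjusted p 0.00853). Without array 1 its adjusted p was 0.0587.

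**Figure D1:**
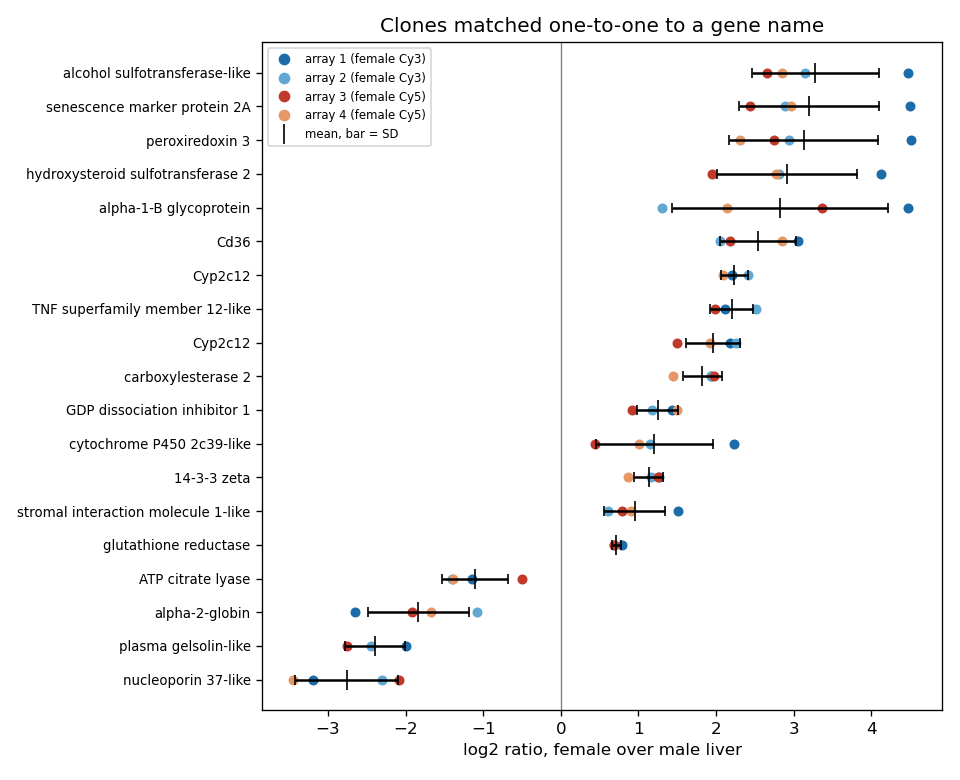
Log2 ratio of female over male liver (x axis) for each clone that matched 1 tabulated gene and no other (y axis). Points are the single arrays, coloured by array and dye orientation, the vertical tick is the mean and the bar is the SD over 3 or 4 arrays. Every point of the 15 female-predominant clones handled as named lies above 0 and every point of the 4 male-predominant clones below it.

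Among the male-predominant clones with 1 match, a nucleoporin 37-like clone had a mean of -2.76 ± 0.66 (log2, SD, n = 4, adjusted p in limma 0.00102) and a plasma gelsolin-like clone -2.40 ± 0.38 (SD, n = 3, adjusted p 9.66e-04). ATP citrate lyase, which makes acetyl-CoA for fatty acid synthesis, had -1.11 ± 0.42 (SD, n = 4, adjusted p 0.00765). Fatty acid synthase matched 2 clones of similar mean, -0.83 ± 0.12 and -0.85 ± 0.67 (SD, n = 4), of which the first passed the test (adjusted p 0.00187) and the second did not (adjusted p 0.0853). Both clones matching glutathione S-transferase mu 1 had means of -1.17 and -1.16, with adjusted p-values of 0.00226 and 0.00356. Both clones matching phytanoyl-CoA hydroxylase, which starts the breakdown of branched-chain fatty acids, had a mean of -1.20. The second of these was near 0 on array 2, and its adjusted p of 0.0489 became 0.156 without array 1, 0.136 without array 3 and 0.146 without array 4.

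Clones matched to globins, the haemoglobin chains of red blood cells, were lower in female liver. The 3 globin entries, of alpha and beta chains, were matched by 7 clones, and all 7 passed the test with adjusted p-values in limma from 0.00187 to 0.00405. The match itself set the mean of each clone, so their direction is no separate result. An entry can come from a single clone, so as few as 3 of the 7 may be the tabulated globin spots. Their means ranged from -2.24 to -1.83, with an average of -2.12. The mean of the 7 clones was -2.72 on array 1, -1.25 on array 2, -2.47 on array 3 and -2.04 on array 4. Array 2 gave smaller differences in male-predominant clones in general, with a median of 0.75 of the clone's mean over 44 clones past 2-fold. These 44 include the 7 globin-matched clones, whose drop on array 2, to -1.25 from an average of -2.12, was larger than that median. The globins are the only members of the red cell list that could be named. The other lists of genes fixed before the data were examined, which covered metabolic pathways, plasma proteins and other cell types of liver, could not be tested without gene names.

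**Figure D2:**
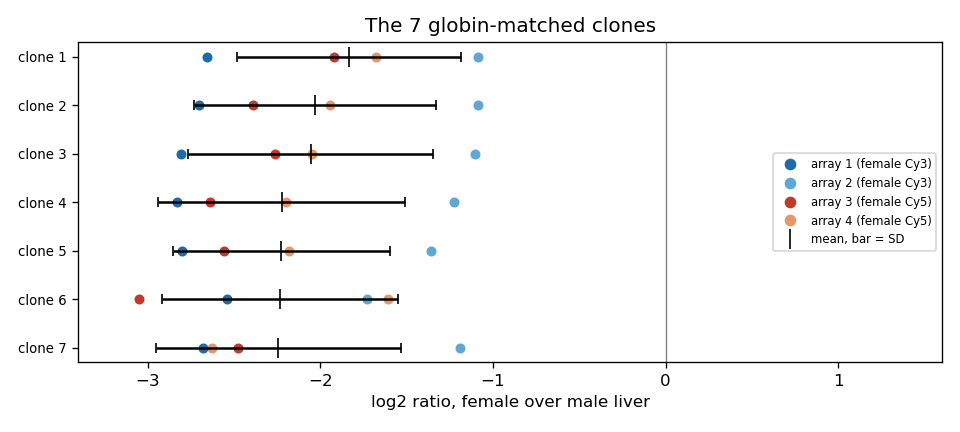
Log2 ratio of female over male liver (x axis) for the 7 clones that matched a tabulated globin (y axis, 1 row per clone). Points are the single arrays, the tick is the mean and the bar is the SD over 4 arrays. All 28 points lie below 0, and those of array 2 are the nearest to 0 in 6 of the 7 clones.

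Over all 2070 tested clones, 196 differed between the sexes at an adjusted p under 0.05 in limma, which is 9.47% of the tested clones. Of these, 71 were higher in female and 125 higher in male liver. All but 1 of the 196, that is 195, had the same sign on every array that measured them. The median difference was 0.90 (log2) for the female-predominant and -0.93 for the male-predominant clones. The median SD between arrays was 0.30 for the clones that passed and 0.19 for those that did not. The count was 124 without array 1, and an unmoderated 1-sample test with the same adjustment called 0 clones (402 at an unadjusted p under 0.05). SAM called 248 clones, 71 higher in female and 177 higher in male liver, but fewer than limma once 1.5-fold was also required (135, of which 43 and 92). Several clones can belong to 1 gene, so these are counts of clones and not of genes.

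When a difference of at least 1.5-fold was also required, 148 clones remained, 54 of them higher in female and 94 higher in male liver. At 2-fold there were 86 clones (30 and 56), and at 4-fold 39 clones (14 and 25). Differences over 32-fold were found for 4 clones, all male-predominant. Of the tested clones, 91.2% had a mean within 1.5-fold. Of the 148 clones, 98 matched at least 1 tabulated entry and 50 matched none.

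Over the study's 30 female-predominant entries, each taken as the average of its matching clones, the median was 1.23 (log2), and every matching clone passed the test. Over its 35 male-predominant entries the median was -1.11, and for 25 of them every matching clone passed, whereas for 10 only some did. Large ratios match fewer clones, so the clones matched one-to-one are the more strongly changed part of these lists. The 19 of them that are female-predominant had a median of 2.22 and the 4 that are male-predominant a median of -2.11. All 19 and all 4 passed, both over all clones and adjusted over the list alone. The study selected both lists on these samples and the clones were assigned by their own means, so a shift of the lists was given beforehand. Neither these counts nor a set test of the lists is independent evidence of it.

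Whether the dye orientation contributed to the ratios was also tested. No clone (0 of 2070) had a dye term at an adjusted p under 0.05 in limma, and 124 clones, or 5.99%, were below 0.05 before adjustment. With 2 arrays per orientation this test can miss dye effects, and the simulated data held none to recover. With the dye term in the fit, 240 clones differed by sex in place of 196, so the count of 0 does not exclude dye effects on single clones. Across clones, which are not independent replicates, the arrays correlated with each other at r = 0.73 to 0.82 (Spearman's rho 0.35 to 0.54). The 4 pairs of arrays with opposite orientation had r from 0.73 to 0.82 and the 2 pairs of equal orientation 0.76 and 0.81. The deposited columns had therefore been turned to one direction already. All 196 clones were measured in both orientations and had the same sign in both, which the test itself favours.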

Values the study reported

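The study described arrays of about 6200 clones and defined sex-differing genes by SAM at a 5% false discovery rate with a log2 ratio threshold of 0.58. It reported that 48% of the female-enriched transcripts were also induced in males by continuous growth hormone, and that about 34% of the male-enriched transcripts were lowered by it. Estrogen treatment of males induced 27% of the female-enriched genes and lowered 27% of the male-enriched ones.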

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

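The tests of explanation in this part were chosen after the data had been seen. Chance gives an outlying array in about 1 of 20 groups of values, and 18 groups were examined.

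On array 4 the carboxylesterase 2 clone lay apart from the other 3 arrays, at 1.45 against up to 1.97 on the others, a gap of 0.94 of its range. The spread of all ratios, as the median absolute deviation, was 0.36 on array 4 against 0.26, 0.25 and 0.25 on arrays 1 to 3, a gap of 0.89 of the range. Array 4 also had the fewest measured clones. Among the 522 clones with only 2 measured arrays, which entered no test, 20 were over 2-fold the same way on both, 10 in each direction, and 0 were over 2-fold in opposite directions. Their most extreme means were 4.12 and -3.35.

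For the sex difference as a whole, the 196 clones were set against other turnings of the arrays' signs. The 7 other turnings gave at most 0 clones in limma at an adjusted p under 0.05 and at most 151 at an unadjusted p under 0.05, against 507 for the real one. Only 1 of 8 turnings gave as many as the real one, and 8 turnings are too few for a share under 0.05. Dye bias was examined by choosing clones over 2-fold on the arrays of one orientation and reading them on the other. Of 79 clones chosen with the female sample in Cy3, 97.5% kept their sign, and of 70 chosen with it in Cy5, 98.6% did, which argues against dye bias as the main source. The sex of the animals is the contrast that every array measured. Whether the female and male animals differed in anything else was not tested.

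The 7 globin-matched clones were weighed as a second pattern. If one RNA source of varying amount, such as blood left in the tissue, sets them, they should share 1 profile over the arrays. After each clone's mean was removed, their SD around a common profile was 0.26, against a median of 0.45 for 10000 random sets of other male-predominant clones, and 0.76% of the sets were as low. A shared source would give this, but globin clones that hybridise with one another or are regulated together would share a profile too. Array 2 also gave smaller differences in 44 male-predominant clones over 2-fold, with a median of 0.75 of their mean. These 44 include the 7 globin-matched clones, so they are no separate reference. The globin-matched clones averaged -1.25 on array 2 against -2.12 over all arrays, a larger drop than that median. The names of these clones are tentative too, and not all 7 need carry globin. Some clones matched to other entries had a similar profile. Their names are tentative as well, so whether these clones carry other genes is not settled. Of 3 clones matched to ectonucleotide pyrophosphatase/phosphodiesterase 2, the single clone measured on all 4 arrays had -2.72, -1.27, -2.49 and -2.15. The globin-matched clones averaged -2.72, -1.25, -2.47 and -2.04 on arrays 1 to 4. Both cysteine-sulfinate decarboxylase clones measured on array 2 were also nearest to 0 on it. These examples were singled out after their values were seen. A sex difference in blood content or in globin expression stays open and was not tested.

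The third pattern is the clone matched to peroxiredoxin 3, which followed the sulfotransferase clones. With each clone's mean removed, its root mean square distance to their profile was 0.35 (log2). It was 0.46 for the nearest of the 5 other female-predominant clones over 4-fold that were compared, with a median of 0.78. Not all of the 14 female-predominant clones over 4-fold entered this comparison, and several of them were measured on only 3 arrays. As the clone was singled out for this likeness and 5 clones are too few to rank it against, sulfotransferase sequence in or on the spot, a real change of peroxiredoxin 3 and carry-over between wells cannot be told apart. The peroxiredoxin 3 clone does not lie directly beside a sulfotransferase clone. The well between it and the alcohol sulfotransferase-like clone had a ratio on 0 arrays. Tested neighbours of clones over 4-fold that had no call themselves shifted by 0.0534 ± 0.0455 (SE, 19 clones, one-sided permutation p = 0.121), and the 5 measured wells beside these clones without a call had 0.16, -0.25 and 0.14 (4 arrays each) and 0.70 and 0.55 (2 arrays each). A further well, next to the hydroxysteroid sulfotransferase 2 clone, holds the Cyp2c39-like clone, which was called (1.21). Leaving out called neighbours would hide strong carry-over. With them the shift was 0.70 ± 0.20 (SE, 30 clones) against 0.26 on average in random draws (one-sided permutation p = 0.0391), and neighbouring clones of the same gene would shift too. A first version that took uncalled neighbours measured on at least 2 arrays gave 0.37 (permutation p = 2.00e-04) and was set aside after its result was seen. Whether the ratios of those neighbours are their own was not tested, and carry-over stays open.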

How the results depend on the processing

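The tests without globin-matched clones and those that left out an array and required all others were added after the data were seen. The 196 clones became between 151 and 248 with median centring, other detection filters, a dye term, robust moderation, SAM or equal scaling, and 189 without globin-matched clones. SAM shared 178 clones with the 196. The unmoderated 1-sample test gave 0 clones for each of the 6 counts, with 402 at an unadjusted p under 0.05. At 2-fold in place of 1.5-fold there were 86 clones.

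Leaving out each array gave 124 to 205 clones, 42 to 92 of them female-predominant and 82 to 113 male-predominant, and at 1.5-fold 119 to 176, 41 to 78 and 78 to 98. The lowest counts came without array 1. Of the 196 clones, 116 kept their call without array 1, 136 without array 2, 139 without array 3 and 151 without array 4. Requiring all 3 other arrays gave 96 clones (36 and 60) without array 1, and 89 (33 and 56) at 1.5-fold. It gave 120 clones without array 2, 72 of them male-predominant, and 130 without array 3, 77 of them male-predominant. Fewer clones were then tested. Among clones measured on all 4 arrays the list medians were 2.198 and -1.83. The set tests of these lists are void, as the members were selected and assigned by their own ratios, so that passing one shows no robustness, and even so neither list passed with an estimated correlation (adjusted p = 0.0527). The dye effect gave 0 clones in the 4 alternatives run for it, with 124 at an unadjusted p under 0.05 in the fit as reported.

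Single clones were not followed under SAM, and under the unmoderated test none passed. Of 585 values of single clones under the other alternatives run for them, 567 kept direction and side of the threshold, 17 lost the call, 1 gained it and 0 reversed. These clones were matched to genes that the study had selected on the same samples. Such agreement was therefore favoured beforehand and does not stand for all called clones. Averaging the rows of a gene was not run, as rows have no gene names, and turning the sign of all ratios was not needed. Spots too weak to measure limit which clones were tested, and signal over background was not used here.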

Other observations

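The tests in this part were chosen after the data had been seen. Several female-predominant transcripts not yet described matched sets of clones. Both clones matching HRAS-like suppressor had means of 1.09, with adjusted p-values in limma of 7.02e-04 and 0.00187. A pair of clones with a mean of 1.19 matched both cytochrome P450 2C6 and ferredoxin 1, which passes electrons to mitochondrial P450 enzymes. Apolipoprotein A-IV, a lipoprotein component, matched 2 male-predominant clones with means of -0.70, adjusted p 0.0217 and 0.0209, and both lost the call when some single arrays were left out.

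The share of clones at least 1.5-fold different was uneven over the clone collection. In the 4 plates whose identifiers carry 1 letter after RNA, pooled, 32 of 139 tested clones (23.0%) differed by at least 1.5-fold, against 116 of 1931 (6.01%) elsewhere (Fisher's exact test, two-sided, p = 4.42e-10, adjusted 1.77e-09 over 4 series). Plates A and B carried this, with 18 of 64 and 11 of 31 clones, against 0 of 23 on plate C and 3 of 21 on plate D. The other series did not differ detectably, with 52 of 932 clones (5.58%) for RGI identifiers against 64 of 999 (6.41%) for the rest without these 4 plates (Fisher's exact test, p = 0.503). The lower share of RGI clones against all others (adjusted p 0.0256) rests largely on these plates. Clones are not independent, since several can belong to 1 gene.

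Clones that changed the same way lay in neighbouring wells more often than chance within plates gives. There were 14 such pairs among 914 neighbouring tested pairs, against 5.93 on average in 10000 permutations within plates (one-sided permutation p = 0.0011).

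Array 1 had the largest ratios among female-predominant clones. This was read on 24 clones measured on all 4 arrays with a mean over 2-fold. The median of the array's value over the clone's mean was 1.25 on array 1, 0.97 on array 2, 0.87 on array 3 and 0.92 on array 4. For 44 male-predominant clones chosen in the same way it was 1.17, 0.75, 1.09 and 1.0.

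The tabulated ratios, which their legend calls medians, match row means here. For the 14 entries over 2.5 the mean matched in 14 and the median in 0.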
